A study of Mus musculus with 4 samples.

How the data were processed

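Total RNA from the cerebellum of 4 mice, 2 control and 2 KO, was labelled with Cy3 from 150 ng per sample and hybridised to one-colour Agilent arrays, per the labels' protocols. Groups and replicate numbers were taken from the sample titles. The deposited scanner files were made with Agilent Feature Extraction 12.1.1.1, per the file headers; their processed signal is an intensity on a linear scale, background subtracted and detrended within the array by that software and not normalized between arrays. The deposited series table holds log2 values. Its scale is not stated in the labels; set against the scanner values of bright probes, differences between its columns equalled differences of log2 processed signal less a constant per array, within 0.01 for 99.7% to 99.8% of 27468 probes, and the constants matched a shift of the 75th percentile. Each probe had also been centred on a value that is not the median of these 4 arrays. All its columns were matched to samples. Flag columns in the deposited files, per the file headers, mark spots that are control spots, saturated, non-uniform, population outliers or well above background.

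From the scanner files, log2 of the processed signal was averaged over the spots of a probe, leaving out control spots and spots with an outlier flag (65 to 176 per array), and each array's 75th percentile was subtracted. That percentile, over probe averages, was 9.64 and 9.62 in the controls and 9.57 and 9.50 in the knockouts on the log2 scale. The median coefficient of variation between spots of the same probe was between 2.87% and 4.54%. Probes were kept when well above background on both arrays of at least 1 group, which left 37516 of 56559 probes with a value on every array. The files hold accessions rather than symbols for most probes: 35886 probes have a RefSeq accession, and 32994 of these (91.9%) were named, without accession versions, through a RefSeq gene table of assembly GRCm38.p6. Other probes keep the name in the file. No coordinates of that table were used; it gave names and the order of neighbouring genes. Positions printed for probes without a gene are those of the files, which state no genome build.

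KO was compared with control by limma 3.58.1 in R 4.3.3, with lmFit and eBayes, no covariates, and Benjamini-Hochberg adjustment over all probes kept. The fit had 4.35 degrees of freedom in all, of which 2.35 came from the prior. A permutation of 2 against 2 arrays cannot give a two-sided share under 33.3%, so a count of probes that differ at least 2-fold with separate groups is given beside the calls. Gene sets were tested with camera on 1 probe per gene, the brightest, for 16524 genes. The 16 sets, the comparisons, the alternatives and the rule for named genes were fixed before the data were examined, except where stated. They name 205 genes, of which 185 had a kept probe. Sets with fewer than 3 kept members were not tested. Median shifts were set against 10000 random lists matched on mean signal in 20 bins.

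The rule for named genes took Derl2, the 3 members with the smallest p of each ER and sterol set and of any set past the threshold, the 5 genes per direction with the largest change among those past the adjusted threshold (filled by the smallest unadjusted p where fewer passed), and up to 3 probes per direction detected in 1 group alone with the largest bounds. The second Derl2 and Galr1 probes are probes of genes so named. Myh4, Myh8, the neighbours of Derl2 and Galr1 and the genes high on a single array were chosen after their values were seen.

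The analysis was tested on simulated data with known changes for the same 37516 probes; of unchanged probes, 4.96% to 5.2% had an unadjusted p under 0.05, and 0 to 9 of them passed the adjusted threshold. A simulated set shift of 0.4 was recovered with a median of 0.44, and 3% of 200 unchanged sets had a p under 0.05. Noise was drawn independently for each probe or gene and array, with variances from the fitted prior whatever the signal. The simulated sets therefore held no members that vary together between animals, so they cannot test camera against such variation.

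Alternatives were quantile normalization, the median of probes well above background, the authors' log2 values, other filters on dim probes, flagged spots kept, an intensity trend with robust variances, the replicate number as a block, each array left out, a 1.5-fold limit, fry, camera with an estimated correlation, and the mean of all probes of a gene. Added after the data were seen were normexp background correction with an offset of 50 on the median spot intensity, in place of the planned mean spot intensity, for which the scanner files have no column, a scaling to 7 bright spike-in probes, and leaving out spots on patches of raised local background. Such a patch holds spots with a local background over 1.5 times the array median and the spots within 2 rows or columns of them; it took 1441 spots on control replicate 1, 34 on control replicate 2 and 0 on the KO arrays. Spike-in signal relative to the 75th percentile was lower in KO, by −0.084 on the log2 scale. No scaling moved the median of all probes by more than 0.084. All arrays share 1 slide and 1 scan, so no slide or scan effect could be fitted. Figures were drawn with matplotlib 3.10.9.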

Results

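RNA from the cerebellum of mice at postnatal day 28 was measured on 4 one-colour Agilent arrays. Per the labels, the 2 control mice carried floxed Derl2 alleles, and the 2 knockout (KO) mice came from crosses of such mice with mice that express Cre recombinase under the nestin promoter, which is active in neural precursors. Derl2 encodes Derlin-2, a membrane protein of the endoplasmic reticulum (ER) that takes part in ER-associated degradation (ERAD). Each array held 59305 non-control spots for 56605 probes. The share of spots well above background was 66.4% and 68.7% on the control arrays and 69.4% and 68.4% on the KO arrays, and 0 spots were saturated. All 4 arrays lay on 1 slide, with the controls at positions 1 and 2 and the knockouts at positions 3 and 4, so position on the slide and group cannot be told apart. The number of arrays limits the precision of every value given here.

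The arrays were first compared with each other over the 35661 probes that were well above background on all 4. The median absolute log2 difference between probes was 0.126 for the control pair and 0.160 for the KO pair. It lay between 0.174 and 0.207 for the 4 pairs of a control with a KO array. Pearson's r across probes was 0.993 for the control pair and 0.994 for the KO pair, and between 0.990 and 0.993 for the mixed pairs. These correlations are across probes, which are not independent replicates.

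Derl2 was read first, because its level tests the group labels. It was measured by 2 probes, both well above background on all 4 arrays. On the brighter probe, A_51_P498831, the log2 signal relative to the array's 75th percentile was 2.13 and 2.20 in the controls and 0.81 and 0.70 in the knockouts. The group means were 2.17 ± 0.049 (SD, n = 2) in control and 0.75 ± 0.080 (SD, n = 2) in KO, a log2 difference of −1.41 (SE 0.11; limma adjusted p 0.273), so the KO signal was 37.6% of control. On the other probe, A_55_P2178203, the means were 0.46 ± 0.015 (SD, n = 2) in control and −1.27 ± 0.077 (SD, n = 2) in KO. The log2 difference was −1.73 (SE 0.10; limma adjusted p 0.273), which left 30.2% of the control signal. On both probes the difference was larger than the spread between replicates and was seen on both KO arrays against both control arrays. The setting that moved the brighter probe most was scaling of the arrays to spike-in probes, under which the difference was −1.33. Under an intensity trend with robust variance estimates, both probes passed the threshold with an adjusted p of 0.0166; over all alternatives the adjusted p of the brighter probe ran from 0.0166 to 0.554.

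**Figure D1:**
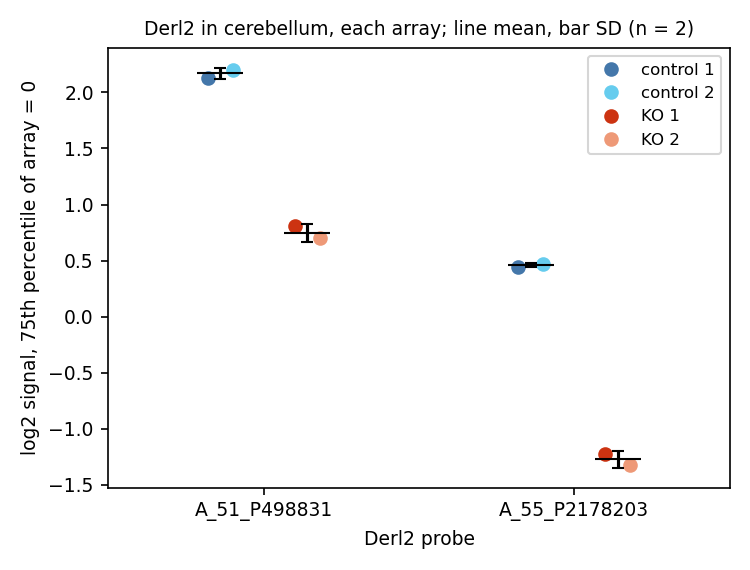
Log2 signal of the 2 Derl2 probes on each array, relative to the 75th percentile of that array; points are arrays, horizontal lines group means and bars SD (n = 2). On both probes the KO arrays lie below the control arrays, by 1.41 and 1.73 on the log2 scale at the group means.

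The comparison of KO with control over all probes asked which transcripts of the cerebellum change with the loss of Derlin-2 in the central nervous system. Of the 37516 probes tested with limma, 0 were higher and 0 were lower at a Benjamini-Hochberg adjusted p under 0.05, and the smallest adjusted p was 0.0531. At an unadjusted p under 0.05 there were 5265 probes (14.03% of those tested), 3316 of them higher and 1949 lower in KO. The count of adjusted calls moved most when control replicate 2 was left out, to 98 probes, of which 91 were lower in KO; 80 of those 91 had a spot on a patch of raised local background on the array of control replicate 1, which was then the only control. In simulated data of the same 2 against 2 design, with 200 of 37516 probes changed, the adjusted threshold called 0% of probes changed by 1 on the log2 scale, 75% of those changed by 2 and 92% of those changed by 3. Of the tested probes, 49.3% had both KO arrays on the same side of both control arrays, against 33.3% for a random arrangement of 4 values.

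By size, 441 probes differed at least 2-fold with separate groups, 228 of them higher and 213 lower in KO. In the simulated data, 267 to 317 unchanged probes met the same rule. Those probes had variances drawn without regard to signal and no patch of raised background, so their count is not an exact null for the 441. Of the 213 lower probes, 76 had a spot on the patch of raised background on the array of control replicate 1, against 2 of the 228 higher probes. With the spots on such patches left out, 228 probes were higher and 132 were lower, so that 63.3% were higher in place of 51.7%. Scaling the arrays to the spike-in probes gave 316 higher and 168 lower probes (65.3% higher), and normexp background correction gave 29 higher and 55 lower (34.5% higher). The largest count under the 2-fold rule, 1239, came with no filter on dim probes.

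**Figure D2:**
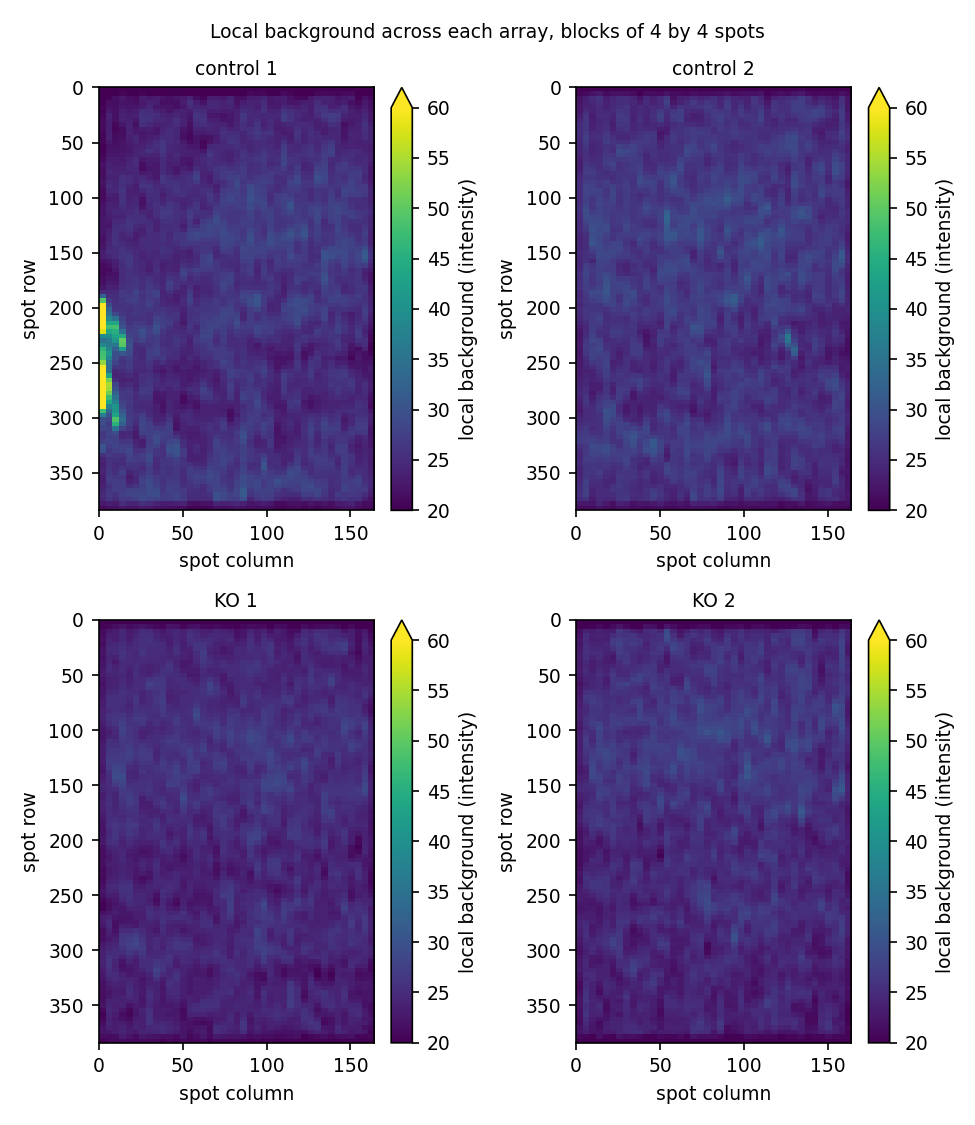
Local background intensity across the spot rows and columns of each array, averaged over blocks of 4 by 4 spots; the colour scale runs from 20 to 60. The array of control replicate 1 has a patch of raised background at its left edge, in rows 187 to 332 and columns 1 to 18, and reaches 190.5 at single spots, against at most 41 on the other arrays.

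No probe passed the adjusted threshold, so the genes named here are those with the smallest unadjusted p in each direction among genes with a symbol that were well above background on all 4 arrays; each had a limma adjusted p of 0.273. Higher in KO were Fxyd7, with a log2 difference of 1.79 (SE 0.13), Mgst2 with 1.13 (SE 0.11), 9330159H11Rik with 0.85 (SE 0.10), Stag3 with 0.84 (SE 0.10) and Msantd1 with 0.81 (SE 0.10). Fxyd7 had a log2 signal of −2.52 ± 0.137 (SD, n = 2) in control and −0.73 ± 0.115 (SD, n = 2) in KO. Lower in KO, after Derl2 itself, were Trhr with −1.47 (SE 0.14), Cfap52 with −1.39 (SE 0.13), Mme with −1.22 (SE 0.13) and Wif1 with −0.98 (SE 0.10). Trhr had a log2 signal of −3.81 ± 0.115 (SD, n = 2) in control and −5.29 ± 0.161 (SD, n = 2) in KO. The Cfap52 probe had a spot on the patch of control replicate 1, but its signal was −1.04 on that array and −1.05 on the other control array. Fxyd7 was the only one of these, apart from Derl2, to pass the adjusted threshold under an alternative, the intensity trend with robust variance estimates (adjusted p 0.0336); over all alternatives its adjusted p ran from 0.0336 to 0.554. Under normexp background correction the differences of the dim probes were much smaller: −0.57 for Trhr, −0.39 for Mme, 0.40 for Mgst2 and 0.28 for Stag3.

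Some probes were well above background on both arrays of 1 group and on no array of the other, so that only a bound can be given. The bound sets the mean of the bright group against the mean, in the dim group, of the higher of the array's lowest well-above-background signal and the probe's own signal. There were 353 such probes for KO and 65 for control, but only 11 of the 353 and 21 of the 65 had a bound of at least 2-fold. The largest bound in KO was at least 29.9-fold, for a probe without a gene symbol (A_30_P01031095), listed for chromosome 18 from 82862340 to 82875566, with no genome build stated in the files. Its log2 signal was −0.89 and −1.10 on the KO arrays and −7.70 and −8.13 on the control arrays. This probe had the smallest limma adjusted p, 0.0531, and over the 14 alternatives that tested it the value ran from 0.000394 to 0.414, past the threshold in 8. It was followed by a Galr1 probe, higher in KO by at least 4.01-fold, and by a probe listed for chromosome 10 from 84010161 to 84016083, higher by at least 2.44-fold. Under normexp these 3 bounds were 2.73, 0.61 and 0.33 on the log2 scale, in place of 4.90, 2.005 and 1.28. A second Galr1 probe, well above background on all 4 arrays, was higher in KO by 1.23 on the log2 scale (SE 0.32). For control, the 3 largest bounds belonged to Utp18 (at least 12.9-fold), a probe listed for chromosome 8 from 37612672 to 37614507 (at least 10.5-fold) and Pnp2 (at least 10.3-fold). All 3 had their spot on the patch of control replicate 1 and were far brighter on that array than on the other control array; for Utp18 the log2 signal was 0.67 on control replicate 1 and −5.52 on control replicate 2.

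The gene set comparison asked whether lists of genes for ER quality control, sterol metabolism, cell types and tissue handling shifted together. Of the 16 lists, 14 had at least 3 members with a kept probe and were tested with camera at a preset inter-gene correlation of 0.01. At an adjusted p under 0.05, 2 sets shifted, and both were higher in KO. The set of ER chaperones and folding enzymes also lists the transcription factors Xbp1 and Atf6. It had a median log2 difference of 0.43 over 16 genes (camera adjusted p 6.38e-10), with 14 genes higher in KO and 13 with separate groups. The PERK-ATF4 response set, named for a branch of the response to misfolded protein, had a median of 0.30 over 16 genes (camera adjusted p 0.000335), with 12 genes higher and 10 with separate groups, 2 of these 10 lower in KO. Each of these medians lay at percentile 100 among 10000 random lists matched on mean signal. The medians differed between the KO animals: for the ER chaperones the medians against the controls were 0.70 and 0.71 for KO replicate 1 and 0.29 and 0.20 for KO replicate 2, and for the PERK-ATF4 response they were 0.58 and 0.20, and 0.31 and 0.10. Neither call held under tests that use the members' own correlation: with fry the adjusted p was 0.587 for both sets, and with camera at an estimated correlation it was 0.766 for both. Of the 14 sets, 0 passed either of these tests. Neither test was run on a simulated shift, so the size of shift they could find with 2 arrays per group is not known. Leaving out KO replicate 2 moved the ER chaperone median most, to 0.68, and without KO replicate 1 it was 0.24. The PERK-ATF4 median moved most without control replicate 1, to 0.10. Over all alternatives the adjusted p ran from 9.41e-14 to 0.766 for the ER chaperones and from 5.4e-07 to 0.766 for the PERK-ATF4 response.

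**Figure D3:**
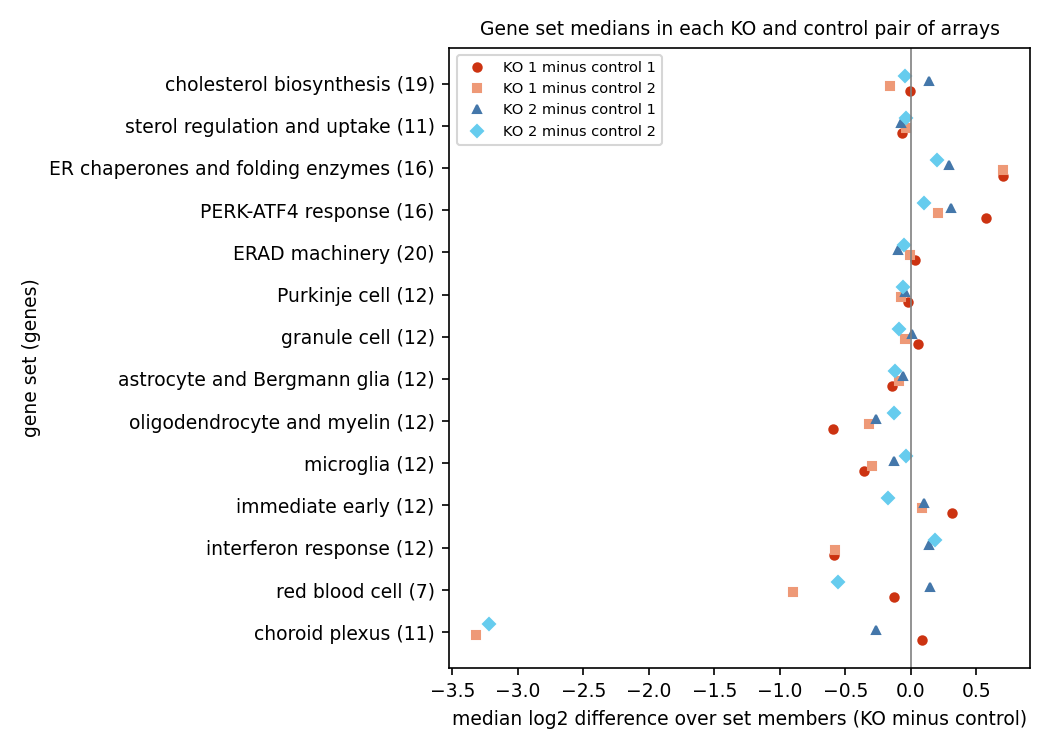
Median log2 difference of the members of each gene set, for the 4 pairs of a KO with a control array; the number of genes is in brackets. The ER chaperone and PERK-ATF4 sets lie above 0 in all 4 pairs, and the choroid plexus set lies near −3.32 and −3.22 only in the pairs with control replicate 2.

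Within the ER chaperone set, the 3 members with the smallest p were Xbp1, Hspa5 and Pdia6. Xbp1 rose from a log2 signal of 4.8 ± 0.027 (SD, n = 2) to 5.50 ± 0.123 (SD, n = 2), a difference of 0.70 (SE 0.11). Hspa5 was higher by 0.82 (SE 0.16) and Pdia6 by 0.73 (SE 0.15), each with a limma adjusted p of 0.273. The other 2 probes of Hspa5 were higher by 0.95 and 0.91, and the other 2 of Xbp1 by 0.81 and 0.74. Adjusted over the list alone, 3 members of this set passed 0.05, against 0 over all probes tested. In the PERK-ATF4 set, the leading members were Atf3 with a difference of 1.07 (SE 0.28), Trib3 with 1.42 (SE 0.39) and Chac1 with 1.24 (SE 0.43), and adjusted over the list alone 0 members passed. The controls were far apart for Trib3, at −1.18 and −0.14, and for Chac1, at 0.58 and 1.80.

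**Figure D4:**
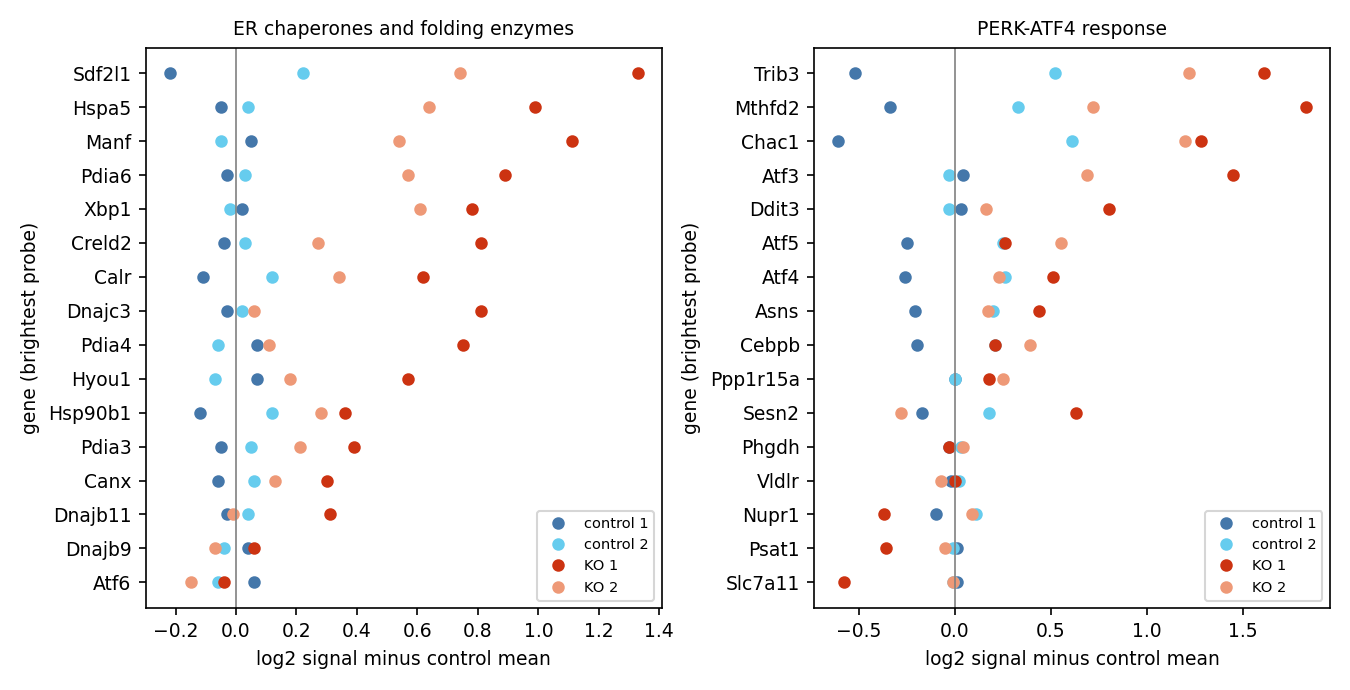
Log2 signal of each member of the ER chaperone and PERK-ATF4 sets on each array, minus the control mean of that gene; points are arrays. Both KO arrays lie above both control arrays for 13 of the 16 genes of the ER chaperone set. KO replicate 1 lies above KO replicate 2 for every gene of that set. Before the control mean is subtracted, the signals of these 2 arrays are 5.73 against 5.38 for Hspa5 and 5.05 against 4.73 for Pdia6.

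The ERAD machinery set had a median of −0.06 and a mean of 0.08 over 20 genes, and camera placed it higher (adjusted p 0.342), so its median differed in sign from its mean and its test. Its leading members were Derl3, higher by 1.48 (SE 0.21), Os9, lower with a difference of −0.29 (SE 0.10), and Edem1, higher by 0.39 (SE 0.15). Derl3 is a paralogue of Derl2. Its log2 signal was −1.84 ± 0.342 (SD, n = 2) in control and −0.36 ± 0.183 (SD, n = 2) in KO. Derl3 was the 1 member to pass when adjusted over the list alone. Over all probes tested its limma adjusted p was 0.273. Derl1, also in this list, differed by −0.08 (SE 0.14), and its groups were not separate.

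No shift was detected in either sterol list. The only set shift simulated was 0.4, so whether a smaller one would have been found is not known. Cholesterol biosynthesis had a median of −0.01 and a mean of 0.001 over 19 genes, with 9 genes higher in KO (camera adjusted p 0.342, placed higher). The sign of its median changed with the scaling of the arrays: it was 0.045 after quantile normalization and 0.077 after spike-in scaling. Its leading members were Fdps with a difference of 0.21 (SE 0.11), Hmgcs1 with −0.19 (SE 0.11) and Sc5d with −0.15 (SE 0.10). Sterol regulation and uptake had a median of −0.10 and a mean of 0.01 over 11 genes (camera adjusted p 0.536, placed higher). Its leading members were Stard4, higher by 0.47 (SE 0.12), Srebf2, higher by 0.44 (SE 0.11), and Apoe, with −0.20 (SE 0.10). A second, dimmer Stard4 probe differed by 0.02. Adjusted over the list alone, 0 members of either sterol list passed.

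Among the cell type and handling lists, 0 passed the adjusted threshold. The oligodendrocyte and myelin set had a median of −0.32, with 1 of 12 genes higher in KO (camera adjusted p 0.0841), and its median was below 0 in all 4 pairs of a KO with a control array, from −0.59 to −0.13. The microglia set had a median of −0.20, with 0 of 12 genes higher (camera adjusted p 0.081), and was also below 0 in all 4 pairs, from −0.36 to −0.04. Against the matched random lists, the medians of the oligodendrocyte, red blood cell and choroid plexus sets lay at percentile 0 and that of the microglia set at percentile 0.99, as far out in the other direction as the ER chaperone and PERK-ATF4 sets or nearly so. The medians were −0.06 for Purkinje cells (camera adjusted p 0.965), −0.03 for granule cells (0.605, placed higher), −0.13 for astrocytes and Bergmann glia (0.342), 0.05 for immediate early genes (0.266), −0.22 for interferon response (0.612) and −0.35 for red blood cells (0.26). The choroid plexus set had a median of −1.78, with 0 of 11 genes higher in KO (camera adjusted p 0.081), but its markers were high on the array of control replicate 2 alone. Each kept red blood cell gene was also highest on that array. The red blood cell medians of KO replicates 1 and 2 were −0.9 and −0.555 against control replicate 2. Against control replicate 1 they were −0.131 and 0.146. Of the caudal hindbrain Hox list 1 gene, Hoxb3, had a kept probe, with a difference of −0.02. The Y chromosome probes were well above background on 0 of the 4 arrays, while Xist had a log2 signal between −0.97 and −0.80 on all 4.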

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

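Normexp on the median spot intensity, the spike-in scaling and the omission of patch spots were chosen after the data were seen; the other alternatives were fixed before.

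Both Derl2 probes kept their direction under all 15 alternatives, from −1.47 to −1.33 for the brighter probe. Under an intensity trend with robust variances its difference of −1.41 passed the threshold (adjusted p 0.0166), as did the other probe at −1.73; that setting estimates the variances anew. The other probe also passed under normexp, at −1.57. Of 359 values of 24 other named genes, all kept their direction. None of these genes was past the threshold to begin with, and 1 value passed it, Fxyd7 under the intensity trend (1.79). The sizes moved under normexp, where Trhr went from −1.47 to −0.57, Mme from −1.22 to −0.39, Mgst2 from 1.13 to 0.40 and Stag3 from 0.84 to 0.28. All 6 bounds were smaller under normexp, where the offset raises dim signals: on the log2 scale the probe on chromosome 18 went from 4.90 to 2.73, Galr1 from 2.005 to 0.61, the probe on chromosome 10 from 1.28 to 0.33, Utp18 from 3.69 to 2.05, the probe on chromosome 8 from 3.39 to 1.57 and Pnp2 from 3.37 to 1.41. With patch spots left out, no bound could be given for the last 3.

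The count of probes past the adjusted threshold, 0, became 2 under normexp, 4 under the intensity trend, and 1 each under quantile normalization, the median of probes well above background, spike-in scaling and omission of the patch spots. It was 0 under the other alternatives that kept all arrays. The probe on chromosome 18 was called in each of those 6 settings; the others called were Derl2 and Fxyd7. With an array left out the count ran from 0 to 98. The lone array of a group is then assumed to vary like the other group. The 98 came without control replicate 2, and 17 of them had no spot on the patch.

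The count of 2-fold probes with separate groups, 441, became 84 under normexp, 1239 with no filter on dim probes, 233 with only probes well above background on all 4 arrays, and 2190 at 1.5-fold. Of the 84, 82 were among the 441. The offset of normexp shrinks differences of dim probes, and the filters change how many dim probes enter. With an array left out the count ran from 565 to 890, since fewer arrays are easier to separate. Variance models cannot move this count.

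The number of sets past the threshold, 2, became 5 under normexp, 5 under spike-in scaling, 4 under the intensity trend, 3 under quantile normalization, 3 with the mean of all probes of a gene, and 0 under fry and under camera with an estimated correlation. It ran from 2 to 6 with an array left out. The ER chaperone set (0.43) and the PERK-ATF4 set (0.30) were past the threshold in 16 of 18 alternatives each and not under fry or the estimated correlation, which use the members' own spread. With an array left out their medians ran from 0.24 to 0.68 and from 0.10 to 0.48. The sets that joined under normexp and under spike-in scaling were oligodendrocyte and myelin, microglia and choroid plexus. Under the intensity trend they were oligodendrocyte and myelin and choroid plexus (adjusted p 0.0256 each), under quantile normalization choroid plexus (−1.72, adjusted p 0.0329), and with the mean of all probes microglia (−0.25, adjusted p 0.0229). Over all alternatives the adjusted p of these sets reached 0.785 for oligodendrocyte and myelin, 0.831 for microglia and 0.867 for choroid plexus. The cause was not tested.

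The medians of 4 sets near 0 changed sign and were past the threshold under no alternative. Cholesterol biosynthesis was 0.011 under normexp, 0.045 under quantile normalization and 0.077 under spike-in scaling, and ran from −0.091 to 0.08 with an array left out. ERAD machinery was 0.023 under spike-in scaling and ran from −0.099 to 0.005. Granule cell was 0.034 under quantile normalization and 0.057 under spike-in scaling and ran from −0.073 to 0.009; Purkinje cell was 0.022 under spike-in scaling. The cause was not tested. With an array left out, 3 further sets changed both sign and call. The immediate early median ran from −0.048 to 0.232, past the threshold without control replicate 2 (0.113, adjusted p 0.0216) and without KO replicate 2 (0.232, adjusted p 0.0344). The interferon median ran from −0.658 to 0.178, past it without KO replicate 2 (−0.658, adjusted p 0.00119). The red blood cell median ran from −0.755 to 0.008, past it without control replicate 1 (−0.755, adjusted p 2.91e-05). The values of opposite sign to the full data were not past the threshold. Over all alternatives the adjusted p of these 3 sets reached 0.962, 0.925 and 0.867. The oligodendrocyte and myelin set was also past the threshold without control replicate 2 (−0.44) and without KO replicate 2 (−0.44), microglia without KO replicate 2 (−0.33), and choroid plexus without control replicate 1 (−3.16). Sterol regulation and uptake kept its sign and side in all 18 alternatives.

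With the replicate number as a replicate block, 0 probes passed the adjusted threshold (6051 at an unadjusted p under 0.05), the Derl2 difference stayed at −1.41, and 4 sets passed, with red blood cell and choroid plexus added. Over 35661 probes the deviations of same-numbered arrays had a correlation of 0.143. With 2 pairs and no label that ties the numbers to a litter or batch, the arrays share only a number. The slide as a block was not run, as all arrays lie on 1 slide. Signal over background limits the dim probes: bounds are given for the 6 named probes detected in 1 group alone, while dim probes detected on all arrays, such as those of Trhr, Mme, Mgst2 and Stag3, have fitted differences whose size depends on the background correction.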

Other observations

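The marker lists, the arrays left out, the scalings other than normexp and spike-in, fry and the matched random lists were fixed before the data were examined; the other tests in this part were chosen after the patterns were seen.

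The choroid plexus set was lower in KO by a median of −1.78, but the difference lay between the controls. Of its 11 markers, all were higher on control replicate 2 than on control replicate 1, by a median of 3.12 on the log2 scale. Ttr, the brightest of them on that array, had a log2 signal of 6.82 on control replicate 2, −1.23 on control replicate 1, and 0.33 and −2.87 on the KO arrays. The KO mean differed from control replicate 1 by a median of −0.044, with no marker below it by as much as the group difference, so a loss of that size in the knockouts is argued against. A candidate explanation is choroid plexus tissue in the sample of control replicate 2 alone. All 11 markers were well above background on control replicate 1 too, so the cerebellar sample itself, or a smaller share of that tissue, also gave signal. Other genes high on that array alone, such as Wfdc2 and F5, may come from the same source. A smaller difference between the groups stays open.

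On the array of control replicate 1, 134 probes were at least 4-fold brighter than on every other array, against 41, 5 and 4 on control replicate 2, KO replicate 1 and KO replicate 2. Of their spots, 93.3% lay on the patch of raised local background, which takes up 2.29% of that array. RNA of that animal would not place its spots together, and the one-sided Fisher's exact test of their share on the patch gave p = 1.64e-196. The values fit a local artefact of the array. The 9 spots off the patch stay open, as a number close to those of the KO arrays.

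The split of the arrays into control and KO gave 5265 probes at an unadjusted p under 0.05, against 1515 and 575 for the other 2 ways to split the 4 arrays into pairs. It was 1 of 3 splits with a count as large, so chance cannot be excluded. Position on the slide follows the group and stays open as well.

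The rise of the ER chaperone set was weighed against technical explanations. Array scaling is argued against as the whole cause, since the lowest set median under any other background correction or scaling was 0.374 while the median of all probes moved by at most 0.084. A trend with signal level is argued against by the percentile of 100 among matched random lists. A single array does not carry it alone: without any 1 array the lowest median was 0.245, still past the camera threshold, though KO replicate 1 contributes more than KO replicate 2. Some explanations stay open. Members that vary together between animals whatever the group could give such a shift. Between the KO animals they did vary together: every member was higher on KO replicate 1 than on KO replicate 2. Between the controls, members went both ways. The fry test of limma, which uses their own spread, gave an adjusted p of 0.587, but it was not tried on a simulated shift. Handling of the tissue was read from the immediate early set, whose median shift was 0.054 with members going both ways, which decides nothing. Of the 3 splits of the arrays, 1, that of control against KO, gave a set median as large in size. The others gave −0.121 and 0.193, and chance cannot be excluded. For the PERK-ATF4 set, control against KO gave a median of 0.299 and the other splits gave 0.096 and 0.201. Chance cannot be excluded for that set either. The labels name Cre for the KO mice alone, so an effect of Cre and that of the Derl2 deletion cannot be told apart. A response of the ER to the loss of Derlin-2 remains a hypothesis.

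The KO arrays kept 37.6% and 30.2% of the control Derl2 signal on the 2 probes. Cells in which Cre did not act are a candidate source. The 2 probes are listed for different Derl2 transcripts. If such cells were the only source, both probes would fall alike, provided these cells use the transcripts in the same proportion as the others. That proportion was not measured. The difference between the probes changed by −0.315 from control to KO, with SDs of 0.033 and 0.004 in the groups. The size of this change depends on the background correction. The log2 differences of the probes were −1.411 and −1.726, but −1.409 and −1.574 under normexp. Signal that is not linear at low levels could also change the difference between the probes, as could a transcript left after recombination. These sources cannot be told apart here.

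The probe on chromosome 18 with the largest bound in KO may reflect a transcript or a sequence present only in those animals. It has 1 spot per array, with 0 outlier flags on the KO arrays and a local background of 0.94 and 1 times the array median there, so a defect of the spot, marked by raised local background, is argued against. A probe listed for the opposite strand of an overlapping region was well above background on 0 arrays. Galr1, also higher in KO, lies on the same chromosome; of the 20 kept genes nearest to it in the gene order of GRCm38.p6, 1 was marked as changed (Txnl4a, with separate groups, at least 1.5-fold and a limma p of 0.00511), against 0.26 for a random draw. A chromosome segment that differs between the groups, through the Cre transgene or through the breeding, therefore stays open, since 1 marked gene decides nothing.

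Myh4, Myh8 and Cfap52 were lower in KO, with log2 differences of −2.71, −2.49 and −1.39, and lie within 15 kept genes of each other on chromosome 11, which also holds Derl2. A count as large in 15 neighbouring genes came up in a share of 0.916 of 1000 permuted gene orders, so their closeness is no evidence for a segment that differs between the groups, though it may exist. Of the 50 kept genes nearest to Derl2, 1 was marked as changed, against 0.648 for a random draw.

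Some genes were high in a single KO animal. On KO replicate 1 Klk1b22 and Klk1b3 were above every other array by 5 and 3.8 on the log2 scale. On KO replicate 2 Lcn2, Scgb3a1 and Lrg1 were above every other array by 3.45, 2.99 and 2.79. No explanation was tested for these values.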
